# Alterations of Pancreatic Islet Structure, Metabolism and Gene Expression in Diet-Induced Obese C57BL/6J Mice

**DOI:** 10.1371/journal.pone.0086815

**Published:** 2014-02-05

**Authors:** Regan Roat, Vandana Rao, Nicolai M. Doliba, Franz M. Matschinsky, John W. Tobias, Eden Garcia, Rexford S. Ahima, Yumi Imai

## Abstract

The reduction of functional β cell mass is a key feature of type 2 diabetes. Here, we studied metabolic functions and islet gene expression profiles of C57BL/6J mice with naturally occurring nicotinamide nucleotide transhydrogenase (NNT) deletion mutation, a widely used model of diet-induced obesity and diabetes. On high fat diet (HF), the mice developed obesity and hyperinsulinemia, while blood glucose levels were only mildly elevated indicating a substantial capacity to compensate for insulin resistance. The basal serum insulin levels were elevated in HF mice, but insulin secretion in response to glucose load was significantly blunted. Hyperinsulinemia in HF fed mice was associated with an increase in islet mass and size along with higher BrdU incorporation to β cells. The temporal profiles of glucose-stimulated insulin secretion (GSIS) of isolated islets were comparable in HF and normal chow fed mice. Islets isolated from HF fed mice had elevated basal oxygen consumption per islet but failed to increase oxygen consumption further in response to glucose or carbonyl cyanide-4-trifluoromethoxyphenylhydrazone (FCCP). To obtain an unbiased assessment of metabolic pathways in islets, we performed microarray analysis comparing gene expression in islets from HF to normal chow-fed mice. A few genes, for example, those genes involved in the protection against oxidative stress (hypoxia upregulated protein 1) and *Pgc1α* were up-regulated in HF islets. In contrast, several genes in extracellular matrix and other pathways were suppressed in HF islets. These results indicate that islets from C57BL/6J mice with NNT deletion mutation develop structural, metabolic and gene expression features consistent with compensation and decompensation in response to HF diet.

## Introduction

Insulin resistance commonly seen in obesity is considered a risk factor for the development of type 2 diabetes (T2D) [1]. However, the failure of pancreatic islet insulin secretion to compensate for insulin resistance is the critical pathology that ultimately leads to T2D [2]–[4]. The critical role islets play in the pathogenesis of T2D is evidenced by gene wide association studies (GWAS) that have identified susceptibility loci for T2D more frequently associated with islet functions than insulin sensitivity [5]. Moreover, the progressive worsening of T2D in humans is thought to result from a gradual loss of functional β cell mass [3]. Thus, there is strong interest in dissecting the molecular pathways that lead to the decline in mass and function of β cells in T2D, especially as the disease remains a serious public health challenge with limited numbers of effective therapies to reverse the pathology [6].

Various animal models of obesity and diabetes have been used to identify mechanisms responsible for the development of T2D, and to test the efficacy of therapeutic interventions [7]. C57BL/6J (BL6J) mouse on high fat diet (HF) has been one of the most commonly employed models due to its wide availability, and the ease of genetic manipulation [8]. In addition, the development of obesity in BL6J results from diet and multiple genetic susceptibility loci in BL6J, and thus mimics human obesity [9]. Of note, BL6J from the Jackson laboratories, widely used especially in the US, carries a naturally occurring deletion of functional nicotinamide nucleotide transhydrogenase (NNT) protein [10]. NNT, an antioxidant defense gene, catalyzes the production of NADPH that facilitates detoxification of reactive oxygen species (ROS) through the regeneration of reduced glutathione, and knockdown of NNT increases ROS. NNT mutation in BL6J is reported to reduce insulin secretion compared with BL6 without NNT mutation [10]. However, despite their wide use, the analyses that focus on functional, morphological, and gene expression changes in islets of this model with NNT mutation upon HF challenge are relatively limited. Considering the critical role of islets in the development and progression of T2D in humans, we aimed to obtain comprehensive metabolic and gene expression data in islets associated with diet-induced obesity in this T2D mouse model with NNT mutation. We have identified wide arrays of structural, secretory, metabolic, and gene expression alterations in islets from HF fed BL6J that implicate both adaptation and decompensation to insulin resistance.

## Materials and Methods

### Animal studies

Experiments were performed in accordance with the Institutional Animal Care and Use Committee guidelines with its approvals. 4 week-old male BL6J mice (Jackson Laboratories) were housed n = 5/cage in 12 hour light: dark cycle, at ambient temperature of 22°C, and allowed free access to food and water. Groups of mice were fed normal rodent chow (NC) (4 kcal% fat; 5001 from Lab Diet), or high fat diet (HF) (45 kcal% fat; D124551 from Research Diets, Inc.,). Mice were harvested for histological studies and for isolation of islets after 14 weeks on either NC or HF diet.

### *In vivo* glucose homeostasis

Body weight was monitored weekly in conscious mice on *ad libitum* feeding. Tail blood glucose was measured with a glucometer during daytime while *ad libitum* feeding (One Touch Ultra; Lifescan, Johnson & Johnson). Glucose tolerance tests were performed after overnight fast (16 hours). After measuring tail blood glucose, 1.5 gm/kg glucose solution was injected IP, and tail blood was drawn at various times. To assess glucose stimulated insulin secretion in vivo, mice were fasted for 5 hours in the morning, given 3 gm/kg glucose IP, and 20 µl of tail blood was obtained at the indicated times for insulin measurement by ELISA (Crystal Chem Inc.). Serum insulin levels were also measured in cardiac blood obtained at the time of sacrifice.

### Proliferation assay

Mice were continuously labeled with bromodeoxyuridine (5-bromo-2-deoxyuridine, BrdU) by providing 1 mg/ml of BrdU (Sigma-Aldrich) in the drinking water for 2 weeks [11]. Incorporation of BrdU into β cells was visualized by immunohistological analysis of harvested pancreas as described below.

### Histology

Pancreas from mice on regular rodent chow or high fat diet was weighed, fixed in 10% buffered formalin overnight, and embedded in paraffin. Morphometric analyses of pancreatic islets were performed [12]. Pancreatic sections were deparafinized, boiled six min in 10 mM citric acid (pH 6.0) for antigen retrieval, and incubated with 1∶400 guinea pig anti-insulin antibody at 4°C (Dako Diagnostics) overnight followed by 1∶400 biotinylated anti-guinea pig antibody at 37°C (Vector laboratories) for one hour. Color development was performed with DAB from Vector Laboratories according to the manufacture's protocol. Images of a pancreatic section cut through the maximum footprint of pancreas from each mouse were captured by a color video camera attached to a Nikon light microscope, and a composite picture covering a entire section was obtained. Then, border of a pancreatic section was visually defined on a composite picture of entire section displayed on a computer screen. Thereafter, pancreas area, β cell area, and islet size were measured using IP lab program (Scanalytics). The β cell area (%) was calculated as (sum of β cell area/total pancreas area). β cell mass was calculated as (weight of prefixed pancreas) × (β-cell area/total pancreas area). For BrdU visualization, pancreatic secretions were incubated with primary antibodies after antigen retrieval overnight at 4°C and visualized by Cy2 (for anti BrdU antibody) or Cy3 (for guinea pig anti-insulin antibody) conjugated secondary antibodies (1: 600, Jackson Immuno Research) at room temperature for two hours. Sheep anti BrdU antibody was used at 1∶1000 (US Biological). 4′, 6-diamidino-2-phenylindole (DAPI) was used for nuclear staining.

### Islet isolation and *ex vivo* perifusion assay

Mice were anesthetized with sodium pentobarbital (50 mg/kg i.p.), and pancreatic islets were isolated using collagenase digestion followed by Ficoll density gradient centrifugation as was described before [13]. Around 100 freshly isolated islets were loaded to a perifusion apparatus and perifused for 35 min with the Krebs buffer (pH 7.4) containing 2.2 mM Ca^2+^, 0.25% bovine serum albumin (BSA), 10 mM HEPES, and 3 mM glucose under 5% CO_2_ atmosphere at 37°C, followed by the Krebs buffer with 30 mM glucose for 20 min. At the end of each experiment, islets were tested for maximum insulin secretion by adding 30 mM KCl to the perifusate. Samples were collected at 1 ml/min for insulin measurement by radioimmunoassay (Linco research, Inc.) [13].

### Oxygen consumption

Oxygen consumption (VO_2_) was measured in 200 of isolated islets with a Clark electrode (model 949, Strathkelvin Instruments) in a water-jacked glass reaction vessel (Mitocell MT200) holding 175 µl of stirred, air-saturated modified Hank's buffer at 37°C as described before [14], [15]. The concentration of oxygen in the buffer was equal to 217 nmol/ml, as calculated from air solubility in water and the percentage of oxygen in dissolved air. The electrode signal was amplified and differentiated electronically (Oxygen Metter Model 781). Pancreatic islets isolated as above were pre-incubated in the Hank's buffer without glucose for 30 min. 200 islets were then loaded to the vessel. The basal oxygen consumption was first recorded for 3 min. Thereafter, 5 µl of buffer with glucose was injected into the vessel through a capillary in the ground-glass stopper to establish final concentration of 25 mM for the second phase of respirometry (about 3–5 min). Carbonyl cyanide-4-trifluoromethoxyphenylhydrazone (FCCP, final concentration 5 μM), which serves as a test of the degree of maximum efficiency of oxidative phosphorylation, was finally added to the vessel in a third phase of the test. The oxygen consumption after glucose loading was recorded for 15 min. Concentration of FCCP was chosen to obtain maximum respiratory capacity.

### RNA extraction and gene expression analyses

RNA was extracted from freshly isolated islets using RNeasy kit (Qiagen), and cDNA was generated by SprintPowerScript for cDNA synthesis (Clontech) using 500 ng of islet RNA as a template. Gene expression was analyzed with the ABI Prism 7900HT sequence detection system (Applied Biosystems) with commercial primers for the system. The results were expressed using 36B4 gene expression as an internal standard.

### Microarray analyses

Microarray analyses were performed on quadruplicate RNA samples of pancreatic islets from BL6J mice on NC or HF diet. Pancreatic islets from two mice were combined to yield one sample of islet RNA. All protocols were conducted as described in the Affymetrix GeneChips Expression Analysis Technical Manual (Affymetrix) using 5 µg total RNA and GeneChip Mouse Expression Arrays MOE 430v2 (Affymetrix). For data analyses, probe intensity data (cel files) were input into ArrayAssist Lite version 3.4 (Stratagene), and expression values for the probe sets were calculated using GCRMA. Affymetrix “present”, “absent” or “marginal” flags were also calculated. Subsequently intensity and flag data were imported into GeneSpring GX version 7.3.1 (Agilent Technologies) and filtered to retain probe sets flagged as “present” in at least three out of eight samples. Finally, the statistical test Significance Analysis of Microarrays (SAM, v2.23b, Stanford University) was applied using a two-class unpaired analysis, and differentially expressed genes were identified using a fold change cutoff of ≥1.5 (up or down) and a false discovery rate of 0.13%. The genes identified as down-regulated in HF group that show the reduction below 0.5 (239 genes) were uploaded to DAVID (http://david.abcc.ncifcrf.gov) and functional annotation chart were obtained. The genes “present” in at least 3 samples out of 8 were used as the background list. Microarray data were submitted to Gene expression omnibus (www.ncbi.nlm.nih.gov/projects/geo) under the accession number GSE23325.

### Statistics

The data are presented as mean ± SEM. Differences between two groups were assessed with a repeated measure ANOVA, or unpaired Student's *t* test. *p*<0.05 was considered significant.

## Results

### (i) BL6J mice partially compensate for insulin resistance on high fat diet

We determined whether BL6J developed a progressive decline in glucose homeostasis that is commonly seen in human T2D [3]. Male BL6J mice were fed a regular rodent chow (4 kcal% fat, NC) or high fat diet (45 kcal% fat, HF) at the time of weaning, the protocol that induces insulin resistance [16], and were monitored for changes in glucose homeostasis over time. As is shown in Fig. 1A, the body weight increased steadily in male BL6J mice on HF compared with NC (*p*<0.005, a repeated measures ANOVA). Blood glucose levels during daytime while *ad libitum* feeding increased significantly in HF by 14 days (*p*<0.05, Fig. 1B). The difference in glucose levels between 2 groups progressively increased up to 35 days, somewhat reduced to 63 days, and increased again at 70 days on diet, implicating complex interactions between blood glucose homeostasis, age, and diets (Fig. 1B). Serum insulin levels were higher in HF than NC, indicating that this mouse model is able to compensate for insulin resistance after prolonged HF treatment (Fig. 1C). Next we assessed *in vivo* insulin secretion in response to an intraperitoneal (IP) glucose load after 3 months of HF. Blood glucose levels were higher in HF mice compared with NC (Fig. 1D, a repeated measures ANOVA *p*<0.05). Although the insulin levels were higher at time 0 in HF group, they did not increase significantly in response to glucose. In contrast, insulin levels increased significantly in NC group (Fig. 1E). Also the percent increase in glucose stimulated insulin secretion (GSIS) was blunted in HF mice (Fig. 1F, a repeated measures ANOVA *p*<0.05). These in vivo results implicate that HF islets may compensate for insulin resistance (i.e. progressive hyperinsulinemia), but incompletely (i.e. blunted increase of insulin secretion upon a glucose load).

**Figure 1:**
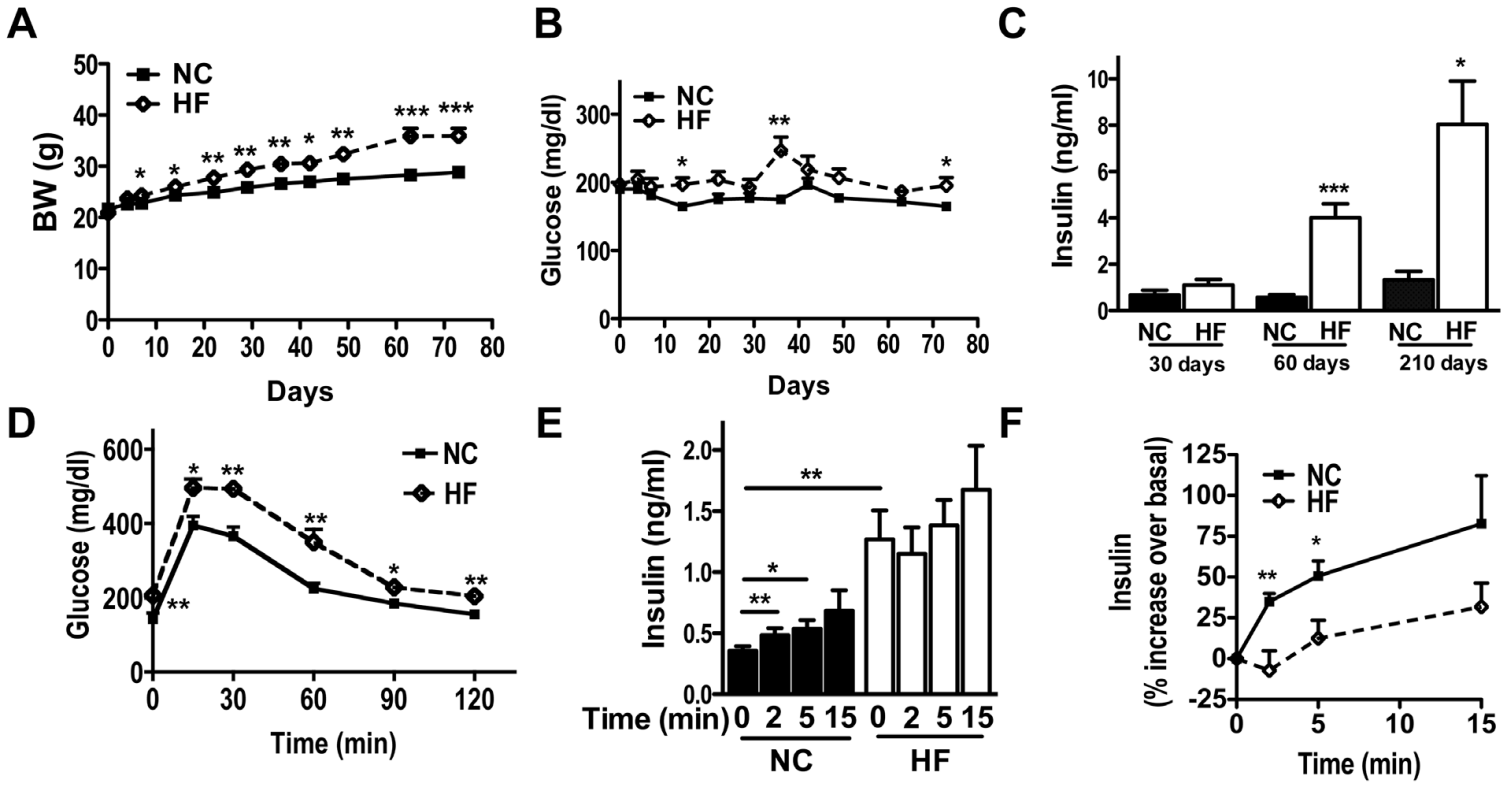
In vivo glucose homeostasis and insulin secretion in BL6J on high fat diet. (A–C) Male Bl6J mice were weaned to regular rodent chow (NC, 4.5% kcal fat diet) or high fat diet (HF, 45% kcal fat diet) and allowed free access to food. Body weight (BW, A), tail blood glucose (B), and blood insulin levels (C) were determined at indicated time. (D–F) I.P. Glucose Tolerance Test was performed in Bl6J mice on NC or HF diet for 3 months. (D) Blood glucose levels and (E) insulin levels during the test. (F) The increase in serum insulin levels was expressed taking the value at the time 0 as 100%. Data are mean ± s.e.m., (A–B) both n = 7, a repeated measures ANOVA *p*<0.005. (C) n = 10–14. (D) n = 7, a repeated measures ANOVA *p*<0.005. (E) n = 4–5, a repeated measures ANOVA *p*<0.05. (F) n = 4–5. * *p*<0.05, ** *p*<0.01, *** *p*<0.005 vs. control.

### (ii) Pancreatic islets from BL6J mice on high fat diet are larger but abnormal

Since the in vivo studies suggested that HF islets display incomplete islet compensation, we compared islet morphology and secretory function of HF and NC islets. Morphometric analysis confirmed a significant increase in the total β cell area and β cell mass in HF islets as we reported before (Fig. 2A–B) [12]. The islet size expressed as area of an individual islet was also greater in HF than NC mice (Fig. 2C). The distribution of size of an individual islet showed that medium size of islet is also shifted to right for HF islets (0.00115 for NC vs. 0.00346 for HF, Fig. 2D). To determine the basis for larger islet size in HF mice, we administered BrdU in the drinking water during the first 2 weeks (Figs. 2E, G, H) or the 12^th^ through the 14^th^ week on the HF diet (Fig. 2F), and analyzed BrdU incorporation into β cells. As is shown in Figs. 2E–F, total incorporation of BrdU into β cells in 1 month old mice was 10 times higher than in 4 month old mice on both HF and NC diets, confirming an active proliferation of β cells in the younger mice [17]. BrdU incorporation into HF β cells was 1.43 times greater than NC (*p<0.01*) when labeled at an earlier age (Fig. 2E). There was no difference in BrdU incorporation into β cells at an older age between the two groups (Fig. 2F), indicating that β cell proliferation has limited role in compensation to HF diet at an older age.

**Figure 2:**
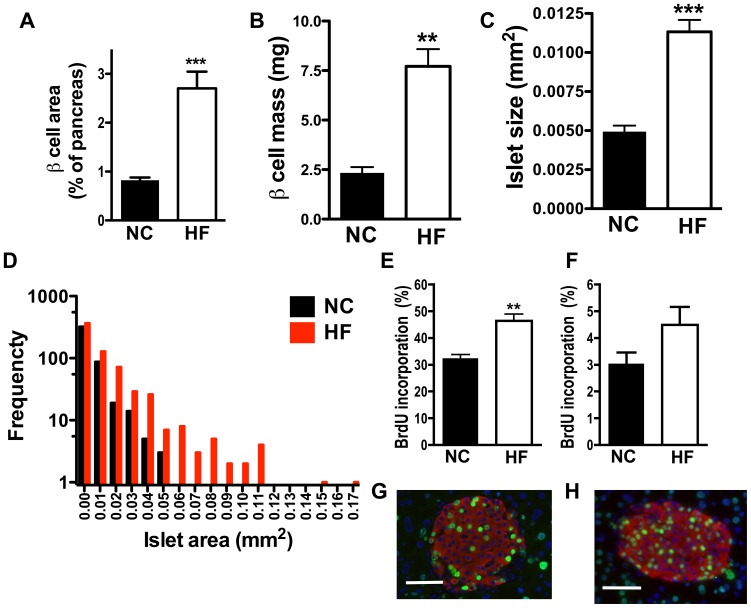
Morphometric analysis assessed islets from HF fed BL6J. (A) Total β cell area per pancreas, (B) β cell mass, and (C) average area of an individual islet in pancreatic sections from mice on normal rodent chow (NC) and high fat (HF) diet were compared The distribution of area of an individual islet is shown in (D). 6 sections for NC and 5 sections for HF fed mice were analyzed for (A–B). 4 sections per group from NC and HF fed mice with total of 448 islets for NC and 653 islets for HF were analyzed for (C–D). (E–H) The percentage of β cells positive for anti BrdU antibody was compared between NC and HF fed mice labeled with BrdU at 1 month of age (E), and 4 month of age (F). 4 sections per group were analyzed for (E) and 5 sections per group were analyzed for (F). Representative photos from an islet labeled at 1 month of age on NC (G) and HF (H) are shown. Green staining: BrdU. Red staining: insulin. Scale bars indicate 50 µm. Data are mean ± s.e.m., n = 4–5 for (E) and (F). ** *p*<0.01 vs. NC, *** *p*<0.005 vs. NC.

We have previously shown that islets from HF BL6J have increased insulin secretion ex vivo when evaluated with a glucose ramp from 0 to 30 mM [12]. We tested whether islets from HF mice show a defect in insulin secretion in response to an acute increase of glucose, which is characteristic of the defect in first phase insulin secretion seen in human T2D [18]. Ex vivo perifusion showed that an acute rise of glucose from 3 mM to 30 mM increased insulin secretion in islets from both NC and HF mice in a similar fashion (Fig. 3A). A delayed peak insulin secretion after sustained exposure to 30 mM glucose was also seen in both NC and HF islets. Therefore, there was no obvious disruption of either first phase or second phase insulin secretion from HF islets ex vivo (Fig. 3A). Although, repeated measure ANOVAs did not reach statistical significance, area under the curve (AUC) of insulin secretion per islet was increased in HF islets (*p*<0.05). Next, we compared VO_2_ in HF and NC islets. The oxygen consumption rate is an important manifestation of stimulus-secretion coupling and serves as the index of efficiency of oxidative phosphorylation [14]. VO_2_ at baseline (0 mM glucose) was 1.87 times greater in HF compared with NC islets when expressed per islet (Fig. 3B, *p*<0.005), which likely reflects larger size of individual islets in HF fed mice. In addition, the increment in VO_2_ in response to glucose was blunted in HF islets (Fig. 3B). Incubation with 30 mM glucose increased VO_2_ of NC islets to 1.35 times the basal level (*p*<0.05), while glucose treatment did not change VO_2_ significantly in HF islets (Fig. 3B). Moreover, treatment with FCCP, an agent that induces maximal oxidative phosphorylation, failed to increase VO_2_ in HF islets, while increasing VO_2_ in NC islets 2.18 times the baseline (Fig. 3B). This implies the alteration in oxidative phosphorylation process of HF fed islets despite of seemingly unaltered insulin secretion from HF fed islets in perifusion assay (Fig 3A).

**Figure 3:**
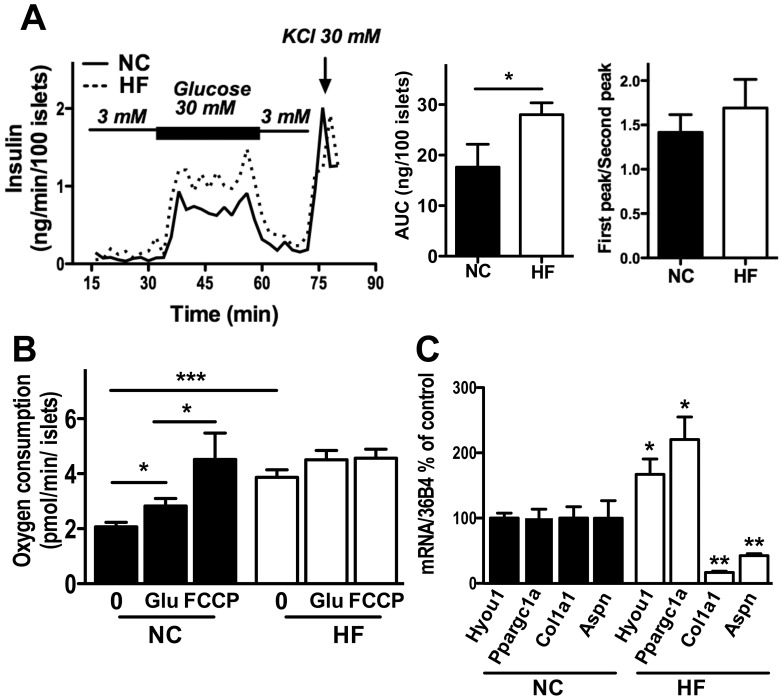
Changes in secretory and metabolic functions, and gene expression in islets from HF fed BL6J. (A) Glucose–stimulated insulin secretion (GSIS) was compared ex vivo between islets from mice on NC versus HF diets. Profiles of insulin secretion, area under the curve (AUC) of insulin secretion, and the ratio of first and second peak of insulin secretion are shown. (B) Oxygen consumption was compared between islets from NC and HF incubated without glucose (0), followed by treatment with 25 mM glucose (Glu), and then with carbonyl cyanide-4-trifluoromethoxyphenylhydrazone (FCCP). (C) rtPCR compared hypoxia up-regulated protein 1 (*Hyou1*), peroxisome proliferator-activated receptor gamma coactivator 1-alpha, (*Ppargc1a*), collagen, type I, alpha 1, (*Col1a1*), and asporin (*Aspn*) expression between islets from NC and HF groups. The results were expressed using 36B4 gene expression as an internal. Data are mean ± s.e.m., n = 4–5. * *p*<0.05, ** *p*<0.01, *** *p*<0.005 vs. control.

### (iii) Pancreatic islet gene expression in HF versus NC mice

To determine the effects of HF diet on islet gene expression profile in an unbiased manner, microarray compared islets from NC and HF fed mice. 

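Islet RNA of 4 samples from mice on NC (replicates 1, 2, 4 and 5) and of 4 samples from mice on HF (replicates 21, 22, 23 and 24) was measured on mouse expression arrays, with 1 array per sample. Each sample combined the islets of 2 mice, so that each value is that of a pool and n counts pools. The time on diet was 14 weeks in the methods and 12 weeks in the sample labels. The values used here are the authors' GCRMA intensities on the linear scale, already adjusted for background and normalized across the arrays, and they were taken to log2. The median intensity of the 45101 probe sets lay between 13.0 and 13.8 in the 8 samples. Present flags were not used here, and in their place the 25617 probe sets with the highest third-highest intensity were kept, the lowest of which was 8.82. HF and NC samples were compared with limma, and a change was counted at an adjusted p under 0.05 with a fold change of at least 1.5. Of the retained probe sets 3600 were not annotated to 1 gene, and each of the 12299 genes of the others was represented by its retained probe set with the highest mean. The number of arrays limits the precision. The samples separated by diet. Along the first principal component, which held 45.8% of the variance, the NC samples lay between -33.8 and -21.9 and the HF samples between 24.1 and 31.3. The mean correlation of a sample with the others on its own diet was 0.992 to 0.994, and with the samples on the other diet 0.987 to 0.989.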

Out of 25,617 probes tested, we observed up-regulation of 44 probe sets representing 34 genes and down-regulation of 509 probe sets representing 391 genes in HF islets using a fold change cutoff of ≥1.5 and a false discovery rate of ≥0.13% (Fig. 3C, Table S1 for up-regulation and Table S2 for down-regulation). 

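In HF islets, 165 probe sets had higher and 783 had lower intensities than in NC islets, so that 82.6% of the changed probe sets were lower. Counted by gene, 131 genes had a higher and 573 genes a lower probe set, and no gene had both. With 1 probe set per gene, 66 of 12299 genes rose and 590 fell. Rasd2, a small GTP-binding protein of the Ras family, had the largest rise, with an intensity of 10.1 ± 2.01 in NC and 158 ± 68.6 in HF (SD, n = 4 each), a log2 fold change of 3.87 (standard error 0.30, adjusted p = 4.41e-04 from limma). Vip, the neuropeptide vasoactive intestinal peptide, fell from 2554 ± 645 in NC to 165 ± 144 in HF, a log2 fold change of -4.53 (standard error 0.72, adjusted p = 0.00707), which was -3.94 without HF replicate 22. Of the probe sets that are not annotated to 1 gene, 1 fell by more. Without a fold limit or adjustment, 5335 probe sets had a p under 0.05. The count of higher probe sets was 93 without NC replicate 1, 101 without NC replicate 2, 109 without HF replicate 21 and 93 without HF replicate 24, and that of higher genes was 40 without HF replicate 24. With no filter on low values 85 probe sets were higher, and when the samples were scaled to equal means of beta cell markers 94 were higher and 1211 lower.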

With our stringent criteria there were a limited number of genes that were increased in HF islets. 

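The genes with the largest rises beside Rasd2, among those whose 4 HF values all lay above the 4 NC values, encode a receptor subunit, enzymes and a decoy receptor. Gabra4, a subunit of the GABA-A receptor, had an intensity of 64.2 ± 10.4 in NC and 375 ± 155 in HF (SD, n = 4 each), a log2 fold change of 2.46 (standard error 0.29, adjusted p = 0.00197). The other of 2 Gabra4 probe sets rose by less, with a log2 fold change of 1.09, and passed as well. Gucy2c, a membrane guanylate cyclase, had 167 ± 5.60 in NC and 532 ± 127 in HF, a log2 fold change of 1.64 (standard error 0.16, adjusted p = 8.79e-04). Aldh1a3, an enzyme of retinoic acid synthesis, rose by 2.27 on the log2 scale (by 0.84 on its other probe set, which did not pass the test), Tnfrsf23, a decoy receptor of the tumor necrosis factor receptor family, by 2.10, and Aass, an enzyme of lysine breakdown, by 1.87. Dapl1 was the brightest of them, with an intensity of 3061 ± 400.1 in NC and 10823 ± 3342 in HF, and its log2 fold change was 1.78. Dhdh, a dihydrodiol dehydrogenase, had a log2 fold change of 1.45. Its call ended without HF replicate 21 (log2 fold change 1.40) and without HF replicate 24 (log2 fold change 1.43). Of the 66 higher genes, 17 were more than 2-fold higher.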

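Hyou1 was read by 3 probe sets, and in each of them the 4 HF samples lay above the 4 NC samples. The dimmest probe set had an intensity of 77.4 ± 27.6 in NC and 298 ± 65.5 in HF (SD, n = 4 each), a log2 fold change of 1.99 (standard error 0.28, adjusted p = 0.00627 from limma). The second brightest had 540.2 ± 154 in NC and 1429 ± 277 in HF, a log2 fold change of 1.43 (standard error 0.24, adjusted p = 0.0142). The brightest had 1706 ± 130.1 in NC and 2392 ± 337 in HF. Its fold change of 1.39 (adjusted p = 0.0416) was under the limit of 1.5. The exact two-sided permutation p was 0.0286 for each probe set, the smallest that the 70 arrangements allow. Of 26 measured genes of ER chaperones and the unfolded protein response, Hyou1 included, 1 rose and 25 did not pass the test, and the counts were the same when adjusted over the list alone. The gene that rose was Sdf2l1, a component of an ER chaperone complex, with 1477 ± 305 in NC and 2725 ± 493 in HF, a log2 fold change of 0.89 (standard error 0.18, adjusted p = 0.0177). Others near the top of the list were Pdia4 with a log2 fold change of 0.51 and Dnajc3 with 0.47, and Hspa5 had 0.08. The median of the list was 0.10, above that of other genes (camera, adjusted p = 8.90e-06), with an adjusted p = 0.174 with an estimated correlation. With fry the list was higher (adjusted p = 0.0100). With samples scaled on beta cell markers the median was -0.02, beside -0.12 for all genes. The call of the second brightest Hyou1 probe set ended without HF replicate 24 (adjusted p = 0.0500), and that of Sdf2l1 without HF replicate 21 (log2 fold change 0.82) and without HF replicate 24 (log2 fold change 0.81).

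**Figure D1:**
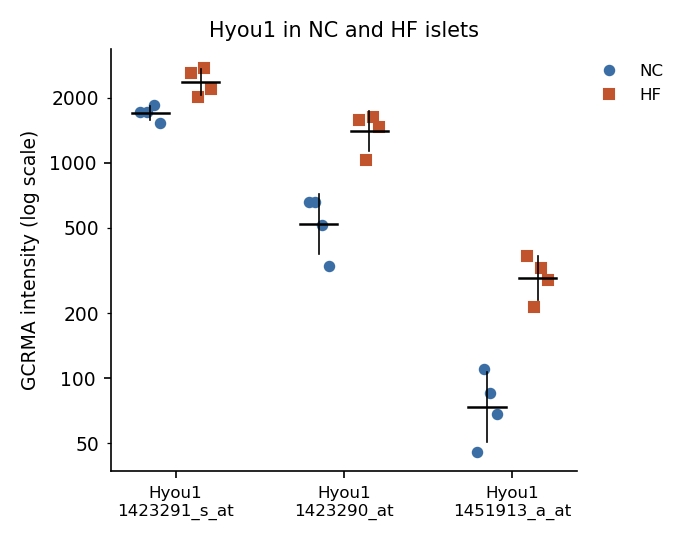
GCRMA intensity (log scale) of the 3 Hyou1 probe sets in each of the 4 NC and 4 HF samples, with the mean and SD of the log2 values as bars. In each probe set every HF sample lies above every NC sample.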

One of the up-regulated genes, *Hyou1*, is an ER chaperon protein that is considered to be protective against ER stress and previously shown to be increased in human T2D islets compared with non-diabetic islets [19]. rtPCR confirmed that *Hyou1* was increased by 1.7 fold in HF vs. NC islets (Fig. 3C). 

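Ppargc1a, the gene of the transcriptional coactivator PGC1α, was higher in HF islets on each of its 5 probe sets, and every HF sample lay above every NC sample (exact two-sided permutation p = 0.0286, n = 4 each, the smallest possible). Ordered by their intensity in NC, the third had the largest change, with an intensity of 40.3 ± 5.15 in NC and 199.5 ± 43.7 in HF (SD), a log2 fold change of 2.29 (standard error 0.17, adjusted p = 9.82e-04 from limma). On the dimmest the intensity was 18.7 ± 2.11 in NC and 59.7 ± 12.7 in HF, a log2 fold change of 1.66 (standard error 0.15, adjusted p = 0.00120). The log2 fold change was 1.95 on the fourth (adjusted p = 0.0117) and 1.54 on the second (adjusted p = 0.0135). The brightest probe set, which stands for the gene in the counts by gene, had the smallest change, with 116 ± 28.3 in NC and 233 ± 61.3 in HF and a log2 fold change of 1.02 (standard error 0.24, adjusted p = 0.0448). Without any one of the 8 samples the call of the brightest probe set ended (adjusted p between 0.0615 and 0.111). Its log2 fold change stayed between 0.81 and 1.11 in these fits, and each other probe set kept its call in all of them. The adjusted p of the brightest was also over 0.05 with no filter on low values (adjusted p = 0.0998) and with samples scaled on beta cell markers (adjusted p = 0.0562).

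**Figure D2:**
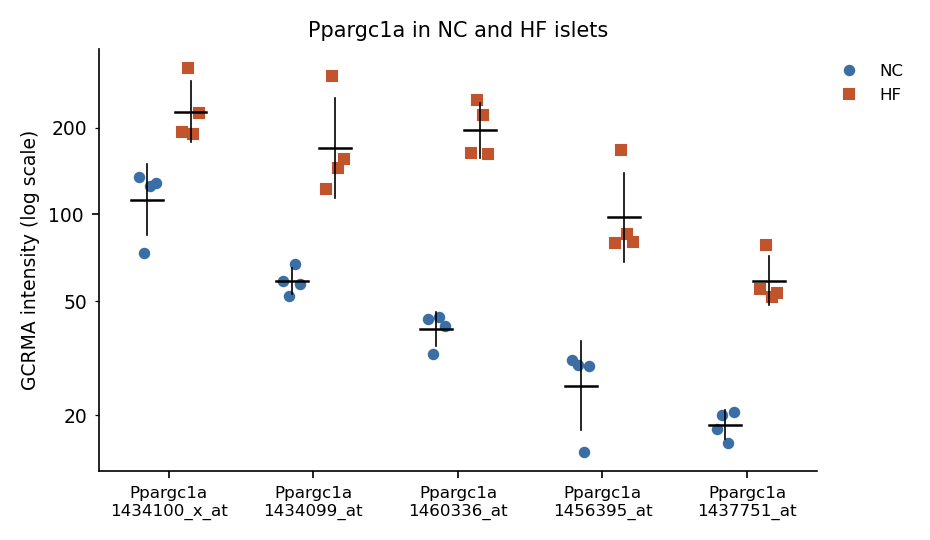
GCRMA intensity (log scale) of the 5 Ppargc1a probe sets in each of the 4 NC and 4 HF samples, with the mean and SD of the log2 values as bars. The HF samples lie above the NC samples on every probe set.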

*Pgc1a* was identified by microarray and validated by rtPCR to be increased to 2.2 fold in HF vs. NC islets (Fig. 3C). Previously, *Pgc1α* was shown to be up-regulated in other rodent models of islet hypertrophy and hyperglycemia including *ob/ob* mice and ZDF mice [20]. In contrast to the limited number of genes whose expression was increased in HF islets, there were 12 times more genes that were down-regulated in HF islets compared with control. 

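The paper counts the genes that its changed probe sets represent, and counted that way 131 genes were higher and 573 lower here. The ratio of these counts lies below the paper's. Of probe sets, 4.75 were lower for each that was higher. With 1 probe set per gene, 8.94 genes fell for each gene that rose. That ratio and its alternatives are not on the paper's basis and are not like for like with it. The ratio with 1 probe set per gene was 20.8 with samples scaled on beta cell markers and 19.9 with the first SAM. It was 3.16 with no fold limit and 7.40 to 10.8 without 1 sample. The ratio was 6.86 with the stricter filter and 12.9 with the revised SAM, which was chosen after the values were seen. Of the lower genes 314 had less than 0.5 of the NC level. Genes with large falls encode neuropeptides, an immunoglobulin chain and proteins of connective tissue and nerve sheath. Grp, gastrin-releasing peptide, had an intensity of 76.8 ± 33.9 in NC and 4.36 ± 1.10 in HF (SD, n = 4 each) and was at least 7.88-fold lower in HF islets, since its 4 HF values lay under the lowest level that the filter kept. Lrg1, a secreted leucine-rich glycoprotein, had 109 ± 13.5 in NC and 8.51 ± 4.35 in HF, a log2 fold change of -3.80 (standard error 0.32, adjusted p = 4.95e-04). Cdh19, a cadherin of Schwann cells, had 147 ± 28.9 in NC and 13.2 ± 9.75 in HF, a log2 fold change of -3.73 (standard error 0.45, adjusted p = 0.00210). Serpinf1, pigment epithelium-derived factor, fell by 3.35 on the log2 scale, and Dpysl3, a protein of growing nerve processes, by 3.30. Igha, the heavy chain of immunoglobulin A, had a log2 fold change of -3.88 (standard error 0.86, adjusted p = 0.0273). Its call ended without NC replicate 1, 2, 4 or 5 or HF replicate 21 or 24 (adjusted p between 0.0598 and 0.0753). Of the 4 HF values, 2 lay under that lowest level in Lrg1, Cdh19 and Dpysl3 and 1 in Serpinf1 and Igha. With such values raised to that level, an alternative chosen after the values were seen, the log2 fold changes were -3.43 for Lrg1, -3.48 for Cdh19, -3.23 for Serpinf1 and -3.81 for Igha, and Dpysl3 was 7.98-fold lower. The size of some falls rests on single samples, with a log2 fold change of -2.99 without HF replicate 22 and -4.56 without HF replicate 23 for Igha, -2.67 without HF replicate 24 for Serpinf1 and -3.89 without HF replicate 23 for Dpysl3. The dimmer of 2 Serpinf1 probe sets had a log2 fold change of -0.24 and did not pass the test. The other of 2 Dpysl3 probe sets fell by less, with a log2 fold change of -1.03, and passed.

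**Figure D3:**
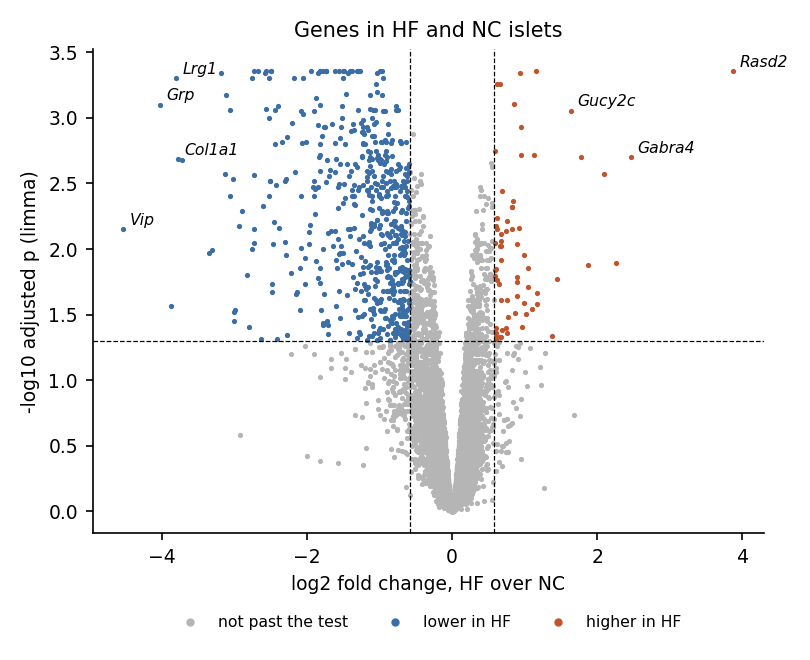
Log2 fold change of each of the 12299 genes in HF against NC islets (x axis) and -log10 of its adjusted p from limma (y axis). Dashed lines mark a fold change of 1.5 and an adjusted p of 0.05, and the 590 lower genes outnumber the 66 higher genes.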

To elucidate functional features of these down-regulated genes, functional Annotation Clustering was performed using DAVID Bioinformatics Resources (http://david.abcc.ncifcrf.gov) for genes whose expression was reduced below 0.5 of control. 

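Among the 314 genes below 0.5 of NC, genes of the extracellular matrix were enriched. Of 64 measured genes in 4 lists of collagens, basement membrane, proteoglycans and matrix enzymes, 31 were below 0.5 of NC (48.4%), against 2.55% of the 12299 genes tested (one-sided Fisher's exact test, p = 7.87e-33, adjusted p = 3.15e-32 over 4 sets). In the Reactome pathway of extracellular matrix organization, 31 of 155 measured genes were (20.0%, p = 2.17e-19 from the same exact test). These genes are not independent of one another. The 4 lists were written after Table S2 had been read, so that their enrichment is not independent evidence, whereas the genes of the Reactome pathway were not chosen on these samples. Fibroblast markers that are not matrix genes were lower as well, such as Thy1 with a log2 fold change of -2.93. DAVID was not used here.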

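Genes of immune cells were also among the genes below 0.5 of NC. Of 59 measured genes in 6 immune lists, 20 were below 0.5 of NC (33.9%, one-sided Fisher's exact test, p = 8.61e-18). The B and plasma cell markers included Jchain, the joining chain of secreted immunoglobulins, with a log2 fold change of -2.89, and Ighm with -2.29. For Iglv1 3 of the 4 HF values lay under 8.82, the lowest level the filter kept, and with these raised to that level, an alternative chosen after the values were seen, its log2 fold change was -2.19. Of 10 measured markers of these cells 6 fell and 4 did not pass the test (9 fell when adjusted over the list alone), with a median log2 fold change of -1.59 (camera, adjusted p = 4.38e-09). Of 17 macrophage and monocyte markers 7 fell and 10 did not pass the test, with the same counts when adjusted over the list alone (median -0.57, adjusted p = 1.85e-10). Cd14, a receptor for bacterial lipopolysaccharide, had an intensity of 152 ± 22.1 in NC and 36.9 ± 8.70 in HF (SD, n = 4 each), and Ptprc, the leukocyte common antigen, of 621 ± 53.1 in NC and 222 ± 41.0 in HF. Both lists kept an adjusted p = 0.0496 with an estimated correlation. Of 5 genes of antigen presentation by MHC class II, 4 fell, also when adjusted over the list alone. With 1 probe set per gene, Cd74 had the largest change, a log2 fold change of -0.74 (list adjusted p = 1.40e-05, and adjusted p = 0.112 with an estimated correlation). All 4 retained probe sets of H2-Aa passed, with log2 fold changes down to -1.07, and those of H2-Ab1 reached -0.79. Of 12 complement and chemokine genes 6 fell, also when adjusted over the list alone, among them Ccl11 with -2.10 and C1s1 with -1.82 (median -0.63, adjusted p = 4.72e-06, and adjusted p = 0.102 with an estimated correlation). Of 13 genes of the interferon response 4 fell (5 when adjusted over the list alone), which were Gbp2, Gbp3, Iigp1 and Ifitm3, and the median was -0.10 (adjusted p = 0.0277, and adjusted p = 0.406 with an estimated correlation). T and NK cells were represented by Ms4a4b, which fell by 2.40 on the log2 scale (2.27 with 1 HF value raised in the same way), and Zap70 with a log2 fold change of -0.06 (1 lower when adjusted over the list alone, list adjusted p = 0.0412, and adjusted p = 0.140 with an estimated correlation). The Reactome pathway of interactions between lymphoid and other cells, whose genes were not chosen on these samples, was lower than other genes, with 8 of 28 genes falling (median -0.20, adjusted p = 5.70e-05 over 581 pathways, and adjusted p = 0.241 with an estimated correlation). Of the 28 genes 2 were below 0.5 of NC (p = 0.160 from the exact test). The exact p was 0.0362 without HF replicate 23, 0.0400 with sample weights, 0.000312 with scaling on beta cell markers and 3.54e-05 with all lower genes. The call of the interferon list ended without NC replicate 1 or 2 or HF replicate 23 (adjusted p between 0.0516 and 0.104) and with scaling on beta cell markers, that of the T and NK list without NC replicate 1, 2, 4 or 5 or HF replicate 23 (between 0.0502 and 0.104) and after quantile normalization again, and that of Gbp2 without NC replicate 5 or HF replicate 21 or 24 (between 0.0520 and 0.0571). Without NC replicate 2 the MHC genes H2-Aa and H2-Eb1 were under the fold limit on the probe set that stands for each gene (log2 fold change -0.58 each). The immune lists were written after Table S2 had been read and are not independent evidence.

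**Figure D4:**
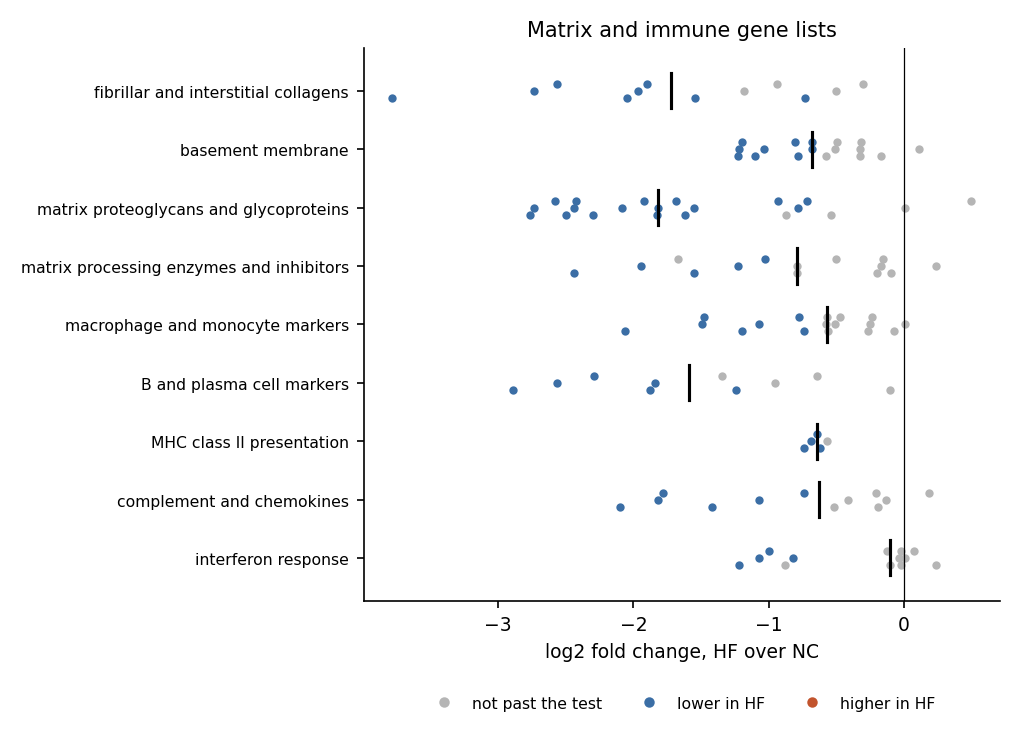
Log2 fold change in HF against NC islets (x axis) of each measured gene of the extracellular matrix and immune lists with more than 2 measured genes. Vertical bars are medians, which lie between -1.82 for proteoglycans and glycoproteins and -0.10 for the interferon response, and no gene of these lists rose.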

The analyses showed that genes involved in extracellular matrix (*p* = 1.6 E-31, GOTERM_CC_FAT, enrichment compared with background genes), and those involved in immune response (*p* = 8.0 E-6 GOTERM_BP_FAT, enrichment compared with background genes) were reduced in HF islets. The reduction of two genes from extracellular matrix cluster was validated by rtPCR. Expression of *Col1a1*, the major component of type 1 collagen was reduced to 0.17 in HF islets. Similarly, *asporin*, an extracellular matrix protein that belongs to a family of small leucine-rich repeat proteoglycan, was also reduced to 0.43 of the levels in NC (Fig. 3C). These results implicate the structural change of HF islets compared with NC islets.

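Markers of connective tissue, vessel wall and nerve were lower in HF islets, while markers of beta cells differed by little. Those of alpha cells and of delta and PP cells had medians slightly below 0, but neither list passed with camera. Of 11 measured fibroblast and stellate cell markers that are not matrix genes 10 fell and 1 did not pass the test (median log2 fold change -1.81), with Vim, the intermediate filament vimentin, at 4336 ± 438 in NC and 1244 ± 233 in HF (SD, n = 4 each) and the cadherin Cdh11 at 58.6 ± 13.8 in NC and 9.12 ± 1.70 in HF. Of 11 smooth muscle and pericyte markers 9 fell (median -1.18), among them Acta2, smooth muscle actin, with 1949 ± 172 in NC and 726 ± 101 in HF. Of 12 Schwann and glial cell markers 9 fell (10 when adjusted over the list alone, median -1.31), among them the potassium channel Kcna1 with a log2 fold change of -2.52 and the myelin protein Pmp22 with -1.32. These 3 lists were lower than other genes (camera, adjusted p = 1.83e-11, 3.06e-11 and 8.72e-12) and kept an adjusted p = 0.0496 with an estimated correlation. Of 15 genes of intrapancreatic neurons 8 fell (10 when adjusted over the list alone, median -2.27, adjusted p = 3.78e-09, and adjusted p = 0.102 with an estimated correlation), and the neuropeptide gene Tac1 had 562 ± 212 in NC and 59.8 ± 12.0 in HF. Of 19 endothelial markers 5 fell, Vwf, von Willebrand factor, with a log2 fold change of -3.12, Sox17 with -1.65, Tek, Pecam1 and Ptprb, and the median of the list was -0.54 (adjusted p = 8.70e-14, and adjusted p = 0.0564 with an estimated correlation). Of 5 markers of lymphatic endothelium and lymph node stroma, Lyve1 and Pdpn fell (median -0.48, adjusted p = 0.0259, and adjusted p = 0.187 with an estimated correlation). The counts of the fibroblast, muscle, endothelial and lymphatic lists were the same when adjusted over the list alone. No beta cell marker of 19 passed the test of limma (6 had an unadjusted p under 0.05), also when adjusted over the list alone, and their median was 0.11 (adjusted p = 1.12e-04, and adjusted p = 0.102 with an estimated correlation). Insulin 2 (Ins2) had 67580.3 ± 432 in NC and 72718 ± 1199 in HF. Of 7 alpha cell markers 1 fell, also when adjusted over the list alone, the transcription factor Irx2 with a log2 fold change of -0.78 (median -0.23, adjusted p = 0.0988). Its call ended without NC replicate 1, 2 or 5 or HF replicate 22, 23 or 24 (adjusted p between 0.0569 and 0.102), and the list passed without HF replicate 21 (adjusted p = 0.0322) and with fry (adjusted p = 0.0353). Of 8 delta and PP cell markers none passed the test of limma, also when adjusted over the list alone (5 at an unadjusted p under 0.05, median -0.20, adjusted p = 0.0678), and the list passed without HF replicate 23 (adjusted p = 0.0218), with no filter (adjusted p = 0.0282) and with fry (adjusted p = 0.0372). Of 17 acinar cell markers 1 fell, the zymogen granule protein Gp2 (median -0.02, adjusted p = 0.585, none when adjusted over the list alone), and of 8 duct markers Krt19 and Anxa3 did, also when adjusted over the list alone (median -0.04, adjusted p = 0.310). The mean log2 fold change of the duct list was -0.39, the mean of its log2 values was lower in every HF sample (6.96 to 7.04) than in every NC sample (7.32 to 7.59), and the list passed with fry (adjusted p = 0.0261). Of the acinar markers 12, and of the beta cell markers 7, had a mean NC intensity above 20000, where the highest value of all was 142713. The call of Gp2 ended without NC replicate 1, 2 or 5 or HF replicate 21, 22 or 24 (adjusted p between 0.0732 and 0.113), that of Krt19, at least 2.37-fold lower with its 4 HF values under the lowest level the filter kept, without NC replicate 2 or 4 or HF replicate 21, 22, 23 or 24 (0.0587 or more), that of Anxa3 without NC replicate 1, 4 or 5 or HF replicate 21 or 22 (between 0.0749 and 0.103), and those of Pdpn (0.0562) and the lymphatic list (0.0636) without HF replicate 24. Without NC replicate 4 the acinar list passed (adjusted p = 0.0385), the lymphatic list did not pass with scaling on beta cell markers, and the lists were written after Tables S1 and S2 had been read. From the lower expression of matrix and immune genes and the rtPCR of Col1a1 and asporin, the paper proposes a structural change of HF islets.

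**Figure D5:**
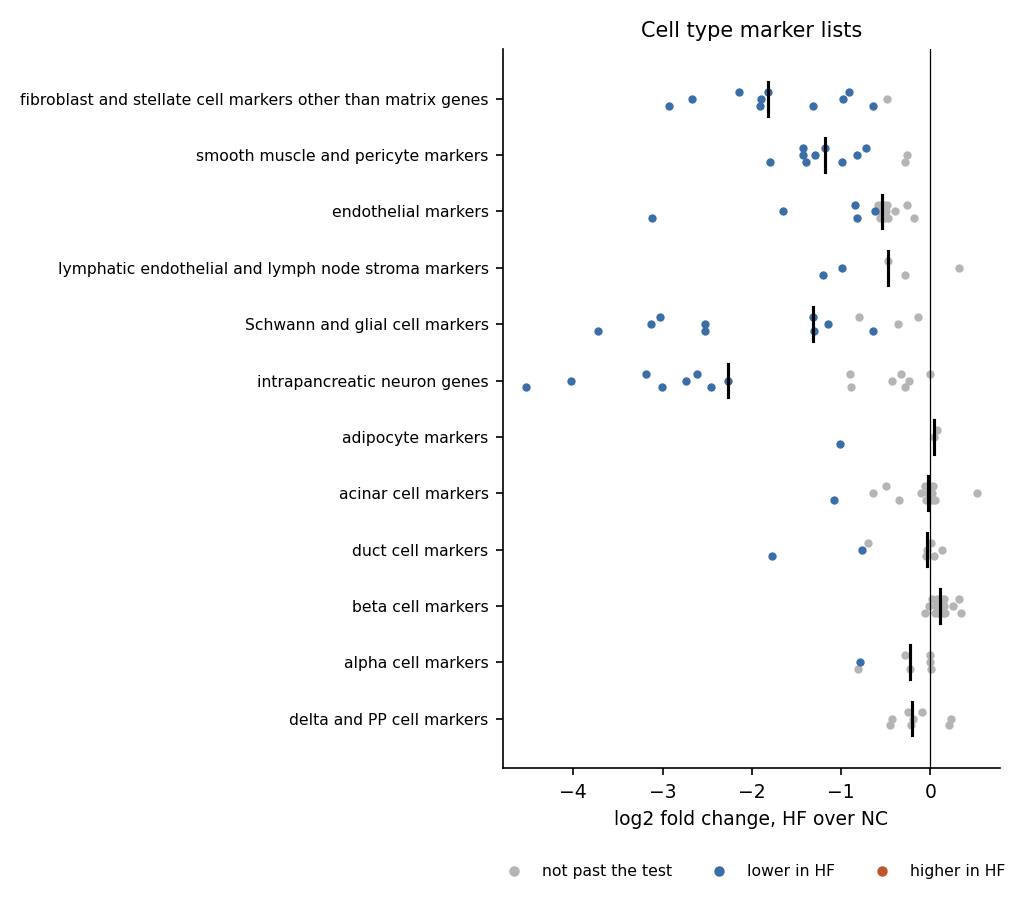
Log2 fold change in HF against NC islets (x axis) of each measured gene of the cell type lists with more than 2 measured genes, with the median as a vertical bar. Neuron, fibroblast, Schwann cell and smooth muscle markers lie farthest below 0, and the beta, acinar and duct cell markers have medians between -0.04 and 0.11.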

## Discussion

The BL6J inbred mouse from Jackson laboratories has been widely used as a model of obesity and diabetes due to their susceptibility for obesity on HF feeding [9]. Numerous studies have assessed the contribution of genes or therapeutics to islet health and functions in this BL6J on HF. The objective of the current study was to obtain comprehensive assessments of structural, metabolic and gene expression in HF islets. There have been studies that focused on the effects of HF diet on islet morphology and insulin secretion in various stains of mice [21]–[23]. However, it is noteworthy that few studies have examined the alterations of islet mass and function simultaneously in this HF-fed BL6J sub-strain of mice despite of wide use. Our results demonstrate that HF islets of male BL6J show a combination of structural and secretory compensation for insulin resistance, as well as metabolic dysregulation.

It has been reported that BL6J strain from the Jackson laboratories carries a naturally occurring NNT mutation that impairs insulin secretion [10]. However, our study showed that the same BL6J strain was still capable of increasing insulin secretion in response to HF diet. Mild hyperglycemia and persistently elevated serum insulin levels were observed in HF male mice in the current study, similar to female BL6J mice from Taconic (Denmark) placed on 58% kcal fat diet, which do not harbor the NNT mutation [21]. C57Bl/6N from Charles River Laboratories in Japan did not show hyperglycemia after 18 weeks of 52% kcal fat diet [24]. Thus, some of the compensatory mechanisms for islet adaptation to insulin resistance are not impaired by NNT mutation in BL6J. The mild hyperglycemia in BL6J on HF diet differs from the natural history of T2D in humans, in which hyperglycemia tends to worsen with time [3]. The progressive hyperinsulinemia is associated with the increase in islet mass in the current (BL6J with NNT mutation) and previous study (Bl6J with NNT mutation) [25], [26]. On the other hand, human T2D is characterized by both loss of islet mass and function [3], [18]. Prevention of islet mass expansion due to aging or autophagy defects exacerbates hyperglycemia in HF mice [25], [27]. Thus, it is possible that the compensatory increase in islet mass plays a critical role in preventing the worsening of hyperglycemia in HF BL6J mice. Islet enlargement may be explained, at least partly, by increased proliferation as was indicated by higher BrdU incorporation in HF compared to NC islets. Likewise, BL6J mice without NNT mutation also showed an increase in proliferation on HF based on Ki67 staining [23]. A BL6J x DBA/2J hybrid mouse fed 45% fat diet for 1 year from age 7 to 8 week showed an increase in β cell number, indicating that proliferation contributes to enlargement of HF islets in mice from various genetic backgrounds [22]. In addition, a reduction in apoptosis may have contributed to a higher β cell number in HF islets in C57BL/6 mice obtained from Taconic [26].

Mice on HF displayed baseline hyperinsulinemia and a blunted in vivo glucose-stimulated insulin secretory response. On the other hand, HF islets did not show a clear alteration in temporal profiles of insulin secretion when challenged with glucose ex vivo. The ex vivo perifusion was performed with freshly isolated islets, after islets had been pre-incubated in low glucose buffer (54 mg/dl) before applying the glucose ramp. This procedure may have elicited a more robust increase in insulin secretion in comparison to in vivo experiments where islets were exposed to elevated levels of glucose at a baseline (mean glucose levels at 206.6 mg/dl for HF and at 142 mg/dl for NC mice, Fig. 1D). Interestingly, HF islets in the current study showed the blunting of the VO_2_ increase after pharmacologically induced maximal oxidative phosphorylation, suggesting an alteration of this process in mitochondria of HF fed islets in the basal state. Other functional changes previously described in HF islets include impairments in voltage gated calcium influx, exocytosis, glucose induced increase in ATP, and glucose induced change in Ca^2+^ [23], [28]. These abnormalities may impair the glucose responsiveness of β cells when they are uninterruptedly exposed to hyperglycemic conditions in vivo (Fig. 1E). Alternatively, neurological and paracrine factors may play a role in the blunting of glucose stimulated insulin secretion in vivo.

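Genes of fatty acid oxidation did not move together in HF islets. Of 18 measured genes of fatty acid oxidation and PPAR targets 2 rose, 2 fell and 14 did not pass the test, with the same counts when adjusted over the list alone. Fabp3, a fatty acid binding protein, rose with an intensity of 189.5 ± 29.1 in NC and 336 ± 33.8 in HF (SD, n = 4 each, adjusted p = 0.00474 from limma), as did Ppargc1a itself, whose call by gene ended without NC replicate 4 or 5 or HF replicate 21, 22 or 24 (adjusted p between 0.0542 and 0.0831). Pdk4, which inhibits pyruvate dehydrogenase, fell with 898 ± 111 in NC and 401 ± 76.6 in HF (adjusted p = 0.00302), and Cd36, a fatty acid transporter, with 254 ± 42.0 in NC and 145 ± 21.8 in HF (adjusted p = 0.0121). Markers of endothelial cells (median log2 fold change -0.54), macrophages and monocytes (-0.57) and fibroblasts (-1.81) were lower in the same samples. In which cells Pdk4 and Cd36 fell was not tested. The oxidation enzymes Acadm, Acadl and Hadha had log2 fold changes of -0.02, 0.02 and 0.13. The median of the list was 0.06 (camera, adjusted p = 0.228). Of 36 genes of the respiratory chain and ATP synthase none passed the test of limma, also when adjusted over the list alone, and their log2 fold changes lay between -0.11 and 0.40. At an unadjusted p under 0.05 there were 7 of them. Their median was 0.07, above that of other genes (adjusted p = 7.51e-04, and adjusted p = 0.473 with an estimated correlation). Tested against no change with fry, the list did not pass (adjusted p = 0.149). When the samples were scaled on beta cell markers it was -0.05 beside -0.12 for all genes, and the call ended (adjusted p = 0.105).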

Our microarray analysis identified *Pgc1α* as one of the genes up-regulated in HF islets. The expression of *Pgc1α* in islets was also reported to be elevated in several animal models that have increased demand for insulin secretion such as *ob/ob* mice, mice after partial pancreatectomy, and Zucker Diabetic Fatty (ZDF) rats. However, the regulation of PGC1α expression and its function in islets appears complex. The same study proposed that PGC1α in the islets negatively regulated insulin secretion, since forced expression of *Pgc1α* in islets reduced insulin secretion [20]. At the same time, *PGC1α* expression was reported to correlate with higher insulin secretion in human islets, streptozotocin treated mice, and Goto-Kakizaki (GK) rats [29]. Since the reduction of *PGC1α* by siRNA in dispersed human islets reduced insulin secretion, the maintenance of basal levels of PGC1α may be necessary to support insulin secretion [29].

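Genes of the hypoxia response and of antioxidant defence were measured on the same arrays. Of 12 hypoxia response genes none rose, 2 fell and 10 did not pass the test, with the same counts when adjusted over the list alone. The genes that fell were Ldha, lactate dehydrogenase A, with an intensity of 319 ± 37.4 in NC and 136 ± 21.8 in HF (SD, n = 4 each, adjusted p = 0.00128 from limma), and Pfkfb3, a regulator of glycolysis, with a log2 fold change of -0.80. Vegfa had a log2 fold change of -0.03, Pgk1 of 0.15 and Slc2a1 of -0.30. The median of the list was -0.06 (camera, adjusted p = 0.183), and with fry the list was lower (adjusted p = 0.0100). Ldha also stands in the list of genes that are kept low in normal beta cells. Markers of fibroblasts (median -1.81) and of macrophages and monocytes (-0.57) were lower in the same samples. In which cells Ldha and Pfkfb3 fell was not tested. Of 21 antioxidant genes 1 rose and 20 did not pass the test, with the same counts when adjusted over the list alone. It was Gpx2, a glutathione peroxidase, with 267 ± 15.0 in NC and 511 ± 42.0 in HF, a log2 fold change of 0.94 (standard error 0.08, adjusted p = 4.55e-04). Gpx3 had a log2 fold change of -0.50, under the fold limit (adjusted p = 0.0190), and the median of the list was 0.02 (adjusted p = 0.492). With samples scaled on beta cell markers, which moves the median of all genes to -0.12, Gpx3 passed (log2 fold change -0.62) and the antioxidant median was -0.10. The call of Pfkfb3 ended without NC replicate 1, 2 or 5 or HF replicate 21, 22 or 24 (adjusted p between 0.0515 and 0.0696).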

*Hyou1* is another gene that is increased in HF islets in our microarray analysis. HYOU1 is an ER chaperon protein whose expression increases in various tissues under hypoxia, but is highly expressed in the liver and pancreatic β cells even at normoxia [30], [31]. Higher expression of *Hyou1* is considered to be protective against ER stress and shown to reduce insulin resistance when systemically overexpressed in mice [32], [33]. Interestingly the amelioration of lipid-induced ER stress in the liver by Sirt1/AMPK pathway activation is associated with induction of HYOU1 [34]. There are several studies demonstrating potential importance of HYOU1 in islet functions. Proteomic study previously showed that HYOU1 is increased in human T2D islets compared with non-diabetic islets [19]. Moreover the reduction of *Hyou1* decreased glucose stimulated insulin secretion in MIN6 cells, supporting its critical role in insulin secretion [35]. Thus, the increased expression of *Hyou1* in pancreatic islets may serve as a protective mechanism in BL6J on HF diet.

Our microarray study revealed a reduction of ECM genes in islets of HF fed mice. This included the decrease in *Col1a1* and *asporin*, implicating the reduction in tissue fibrosis in HF islets [36]. 

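All 4 lists of matrix genes were lower in HF islets, and no gene of them rose. Pdgfra, a receptor that marks fibroblasts and is not a matrix gene, was lower as well (log2 fold change -2.14). Of 12 measured fibrillar and interstitial collagens 8 fell and 4 did not pass the test (10 fell when adjusted over the list alone), and the median log2 fold change was -1.72 (camera, adjusted p = 1.79e-11). Col3a1 had an intensity of 5198 ± 836 in NC and 1282 ± 388 in HF (SD, n = 4 each), Col1a2 of 1430.3 ± 286 in NC and 247 ± 68.0 in HF and Col14a1 of 107 ± 31.4 in NC and 15.7 ± 2.79 in HF. Of 21 proteoglycans and glycoproteins 17 fell (18 when adjusted over the list alone, median -1.82, adjusted p = 2.38e-16), among them the collagen-binding proteoglycans Dcn with a log2 fold change of -2.42, Lum with -2.44 and Fmod with -2.76. Eln, elastin, was at least 3.86-fold lower, and Fbln5, which binds elastic fibers, had 401 ± 45.1 in NC and 130.3 ± 13.2 in HF. Both of these lists kept an adjusted p = 0.0496 with an estimated correlation. Of 17 basement membrane genes 9 fell, also when adjusted over the list alone, with Nid1, nidogen, at 1431 ± 210.0 in NC and 663 ± 45.2 in HF (its dimmest probe set of 3, near the lowest level the filter kept, did not fall, log2 fold change 0.01) and Lamb1, a laminin chain, at a log2 fold change of -0.78, and the median was -0.68 (adjusted p = 1.52e-10, and adjusted p = 0.0656 with an estimated correlation). Of 14 matrix processing enzymes and inhibitors 5 fell (6 when adjusted over the list alone, median -0.79, adjusted p = 4.72e-06, and adjusted p = 0.0786 with an estimated correlation). They were Loxl1, which crosslinks elastin and collagen, the procollagen enhancer Pcolce, the protease Mmp14, the protease inhibitor Timp2 and the collagen chaperone Serpinh1. Of 581 Reactome pathways 60 were lower and 11 higher, and the pathway of ECM proteoglycans, in which 20 of 43 genes fell, had the smallest p (adjusted p = 8.55e-15). No pathway passed with an estimated correlation (adjusted p = 0.241 for that pathway). The count of higher pathways was 3 without HF replicate 21, 5 without NC replicate 5 or HF replicate 24 and 7 without NC replicate 4 or HF replicate 22, and the 4 lists, written after Table S2 had been read, are not independent evidence.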

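Col1a1 and Aspn, the gene of asporin, were each read by 2 probe sets. The brighter Col1a1 probe set had an intensity of 302 ± 78.6 in NC and 26.2 ± 20.8 in HF (SD, n = 4 each), a log2 fold change of -3.78 (standard error 0.46, adjusted p = 0.00376 from limma). The dimmer had 19.3 ± 7.78 in NC and 11.5 ± 1.04 in HF, a log2 fold change of -0.66 (standard error 0.27, adjusted p = 0.215), which did not pass the test. The brighter Aspn probe set had 348 ± 47.2 in NC and 203 ± 38.5 in HF, a log2 fold change of -0.79 (standard error 0.15, adjusted p = 0.0234). On the dimmer it was 194 ± 46.4 in NC and 91.5 ± 15.4 in HF, a log2 fold change of -1.07 (standard error 0.19, adjusted p = 0.0157). The exact two-sided permutation p was 0.0286 for the 3 probe sets that passed and 0.0571 for the dimmer Col1a1 probe set. The call of the brighter Aspn probe set ended without NC replicate 1, 4 or 5 or HF replicate 21 or 23 (adjusted p between 0.0532 and 0.0605) and with no filter (adjusted p = 0.0533). That of the dimmer ended without HF replicate 21 (adjusted p = 0.0524).

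**Figure D6:**
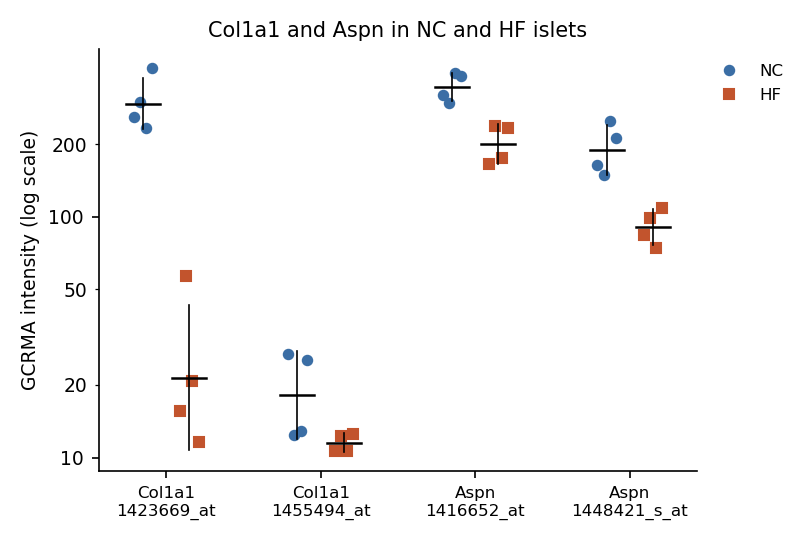
GCRMA intensity (log scale) of the probe sets of Col1a1 and Aspn in each of the 4 NC and 4 HF samples, with the mean and SD of the log2 values as bars. The HF samples lie below the NC samples on all but the dimmer Col1a1 probe set, where the groups overlap.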

COl1A1 is the major component of type 1 collagen that is the most abundant collagen in connective tissues [36]. Asporin is an extracellular matrix protein that is proposed to play a role in tissue remodeling and interact with TGF- β1 and BMP-2 [37], [38]. In contrast, an increase in fibrosis and reduced islet mass have been reported in several rat models of T2D including ZDF rat, GK rat, Otsuka Long-Evans Tokushima fatty rats, and spontaneously diabetic Torii rat [39]–[42]. Of interest, the microarray study of the GK rats revealed an up-regulation of multiple genes involved in ECM, in agreement with histological study [39]. Although the excess accumulation of ECM indicates fibrosis and likely negatively correlates with islet function, it is also widely accepted that ECM is supportive for islet function [43]. Interestingly, we previously demonstrated that AKR/J, an inbred mouse strain that compensates for HF diet better than BL6J mice, has greater expression of ECM [13]. Further studies are required to determine whether the reduction of ECM genes in islets of BL6J mice on HF diet is associated with islet compensation or functional alteration.

In summary, we performed morphological, secretory, metabolic, and gene expression profiling studies to characterize the changes in islets of BL6J with NNT mutation on HF diet. We observed features demonstrating a combination of islet compensation and functional impairment in this widely used model of T2D. The information gained from our study will aid the interpretation of studies that utilize BL6J with NNT mutation as a model of diet induced obesity, and facilitate the translation of these data to human T2D investigation.

## Supporting Information

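The copy of Table S1 read here lists 34 genes with 35 probe sets, of the 44 probe sets the paper counts. All 35 were higher in HF islets here and passed the test of limma with a fold change of at least 1.5. The fold changes listed equal the ratio of the mean HF intensity to the mean NC intensity, each mean taken on the linear scale, to the decimals printed for all 35 probe sets. The fold from means of log2 values differed from it by a factor of at most 1.06. When the samples were scaled to equal means of beta cell markers, 21 of the 35 passed.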

Table S1 The list of genes up-regulated in HF islets compared with NC islets in the microarray analysis using a fold change cutoff of ≥1.5 and a false discovery rate of ≥0.13%.
(DOC) Click here for additional data file.

Table S2 The list of genes down-regulated in HF islets compared with NC islets in the microarray analysis using a fold change cutoff of ≥1.5 and a false discovery rate of ≥0.13%.

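Table S2 gives fold changes as HF over NC, so that smaller values are larger falls. The copy read here holds 229 entries, and none of the listed fold changes that were compared lies above 0.5. The paper counts 391 lower genes, of which 239 were reduced below 0.5. No test was run on the gene list of the copy as a whole. In 2 entries the numbers of probe sets and of fold changes differ, and these were not used. All 277 probe sets compared were lower in HF islets here. Of the fold changes listed, 261 equal the ratio of mean intensities on the linear scale to the decimals printed, and 274 do when the folds within an entry are matched by size, which was chosen after the values were seen.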

(DOC) Click here for additional data file.

# Supplementary material for: Alterations of Pancreatic Islet Structure, Metabolism and Gene Expression in Diet-Induced Obese C57BL/6J Mice
**Source:** PLoS One. 2014 Feb 5;9(2):e86815. doi: 10.1371/journal.pone.0086815
**Supplement:** Table S1 — The list of genes up-regulated in HF islets compared with NC islets in the microarray analysis using a fold change cutoff of ≥1.5 and a false discovery rate of ≥0.13%.

Table S1

# Supplementary material for: Alterations of Pancreatic Islet Structure, Metabolism and Gene Expression in Diet-Induced Obese C57BL/6J Mice
**Source:** PLoS One. 2014 Feb 5;9(2):e86815. doi: 10.1371/journal.pone.0086815
**Supplement:** Table S2 — The list of genes down-regulated in HF islets compared with NC islets in the microarray analysis using a fold change cutoff of ≥1.5 and a false discovery rate of ≥0.13%.

Table S2

How the deposited data were processed for this re-analysis (not part of the article)

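The samples were RNA of islets of C57BL/6J mice on NC (4 kcal% fat) or HF (45 kcal% fat), 4 per diet, each from the pooled islets of 2 mice. The authors read the array images into ArrayAssist Lite 3.4 and summarised the probes of each probe set with GCRMA, which adjusts for background and normalizes across arrays. The deposited values are in the unit intensity, on the linear scale, 1 value per probe set and sample, from 1.33 to 142713, and the scale was read from the values themselves. They were taken to log2 here with no other normalization. The number of arrays limits the precision.

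All 45101 probe sets of the array are listed, of which 34958 are annotated to 1 gene, 932 to several genes and 9211 to none that is named here. The paper kept probe sets called present in at least 3 samples. Present calls were not used here, and the same number of probe sets, 25617, was kept by the third-highest intensity over the 8 samples without regard to diet. Of the changed probe sets 81 are not annotated to 1 gene (14 higher and 67 lower), and these are counted but not named.

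HF and NC samples were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with Benjamini-Hochberg adjustment. Changes were counted at an adjusted p under 0.05 and a fold change of at least 1.5. Fold changes are differences of mean log2 values, and standard errors are those of limma. Tested on simulated data with 200 changed probe sets, this test found 35.8% of changes of 1.5-fold, 91.0% of 2-fold and 97.0% of 4-fold, with 9 false calls. The changes of 1.5-fold lay at the fold limit itself, and 55.2% of them were found by the adjusted p alone. These shares hold for the simulated data, and the recovery in the samples themselves was not measured. Exact permutation tests used the 70 arrangements of 8 samples into 4 and 4. Gene lists and 581 Reactome pathways of 15 to 300 measured genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Enrichment was tested with one-sided Fisher's exact tests. Where all 4 samples of a diet lay under 8.82, the lowest level the filter kept, the fold is given as a bound against that level.

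The filter, the tests, the alternatives and 34 gene lists with 631 genes were set before the data were examined, but after Tables S1 and S2 had been read. So was the rule for named genes. It takes the genes the paper names from the arrays and Nnt, the islet hormones, the 8 largest rises and the 8 largest falls among genes with non-overlapping groups, and up to 3 members of each list by smallest p or, where fewer passed, by highest mean. Other list members given in the text were chosen after their values were seen. Of the genes that the text names as changed by this rule and that have several retained probe sets, some probe sets passed and others did not for Aldh1a3, Col1a1, Cplx1, Igfbp4, Kcna1, Lyve1, Nid1, Pfkfb3, Scd1, Serpinf1, Sox17 and Timp2, and the changes of Anxa3, Gp2, Irx2, Krt19 and Rrm2 passed with adjustment over genes but not over all probe sets. Ins1 was not measured here, since no retained probe set is annotated to it alone.

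The alternatives were no filter and a stricter filter, 3 other scalings, an intensity trend with a robust prior, sample weights, SAM in an implementation written for this purpose, the Student test named in the methods with and without adjustment, other thresholds, folds of linear means, other choices of probe sets and leaving out each sample. A revised version of SAM, which also applies the fold limit in the rearrangements, was added after the count of the first was seen, and 3 more were chosen after the values were seen, which were markers of acinar and duct cells under an intensity of 20000 taken separately, folds of Table S2 matched by size within an entry, and values of named genes under 8.82 raised to that level. The rtPCR, protein and functional measurements of the paper were not analysed here, and DAVID was not run.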

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

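The tests of ER chaperones in general and of the 2 brighter Hyou1 probe sets were chosen only after the results were seen. In 17 of 310 groups of 4 samples, 1 sample lay apart from the other 3 by more than Dixon's critical share of the whole range, where chance gives about 15.5. No sample stood apart in most of them. NC replicate 1 was high in Klf2 (1385 against 899 to 928, a gap of 0.941 of the range) and Elovl5 (10484 against 8539 to 8798, a gap of 0.867 of the range) and low in Iapp (77859.6 against 79709 to 80031, a gap of 0.851 of the range). NC replicate 2 was low in Ppargc1a (73.5 against 125 to 135, a gap of 0.841 of the range) and high in the mean log2 value of the duct cell markers (7.59 against 7.32 to 7.35, a gap of 0.884). NC replicate 5 was low in Cplx1 (136 against 228 to 243, a gap of 0.857 of the range) and high in Tgm2 (522 against 407 to 426, a gap of 0.833 of the range). HF replicate 21 was low in Acta2 (575 against 769 to 791, a gap of 0.899 of the range) and high in Gcg (88297 against 82143 to 82814, a gap of 0.891 of the range). HF replicate 22 was low in Hsp90b1 (42561 against 44008 to 44137, a gap of 0.919 of the range), Pparg (163 against 206 to 211, a gap of 0.896 of the range) and the mean log2 value of the glycolysis genes (11.68 against 11.80 to 11.82, a gap of 0.895), and high in Serpinh1 (839 against 533 to 580.0, a gap of 0.846 of the range). HF replicate 23 was low in Sod1 (7700.4 against 8226 to 8327, a gap of 0.839 of the range) and Zap70 (115 against 135 to 138, a gap of 0.863 of the range). It was high in Grp (6.01 against 3.71 to 3.96, a gap of 0.888 of the range), but all 4 HF values of Grp lie under 8.82, the lowest level the filter kept, so that this gap says nothing about the sample. HF replicate 24 was low in Pdk4 (287 against 430.0 to 455, a gap of 0.849 of the range).

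The rises of Aldh1a3 (log2 fold change 2.27), Aass (1.87), Dapl1 (1.78) and Dhdh (1.45) are not in the copy of Table S1 read here. That copy lists 34 genes, as many as the paper counts as higher. It holds 35 of the 44 probe sets the paper counts, and the other probe sets were not seen. Small positive medians were found for gene lists, 0.107 for beta cell markers, 0.104 for ER chaperones and the unfolded protein response and 0.0731 for the respiratory chain and ATP synthase. Under scaling on beta cell markers, which moves the median of all genes to -0.12, the medians of the last 2 lists were -0.02 and -0.05, while that of the beta cell markers is set near 0 by the scaling itself and was not tested by it.

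Hyou1 was higher on 3 probe sets by different amounts. The log2 fold changes of the brightest and second brightest probe sets lie below that of the dimmest by 1.51 and 0.56. The tables argue against a reading of more than the total transcript by 1 probe set as the source of the rise, since the other 2 probe sets rose as well, by 0.480 (standard error 0.11, adjusted p = 0.0416) and 1.43 (standard error 0.24, adjusted p = 0.0142), each with every HF sample above every NC sample. For the larger change of the dimmest probe set alone, such a reading cannot be told apart from a rise of the transcript, since no sequence was compared. A general rise of ER chaperones may contribute, as the median of the other 25 genes of the list was 0.0966 (22 above 0, SD 0.272). Their test with camera passed at the preset correlation (p = 1.26e-05) but not with an estimated correlation (p = 0.102). These 25 genes were not tested with fry, with which the whole list, Hyou1 included, was higher (adjusted p = 0.0100). A general rise of ER chaperones thus stays open too, as does a response of Hyou1 to the diet itself.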

How the results depend on the processing

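The revised version of SAM was chosen only after the count of the first was seen. No paired analysis was possible because the replicate numbers of the 2 diets are not shared. Nothing reversed. Of 581 values of the main results under alternatives 484 kept their call or size, 44 lost and 5 gained a call, and 48 counts or shares moved. For gene lists these were 605 kept, 30 lost and 10 gained of 645, and for named genes 2615, 193 and 6 of 2814. Of 84 named genes that changed, 82 passed under every scaling and 68 without each sample in turn. The cause was not tested except where stated. Low intensities near the background limit what could be called.

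With no filter 85 probe sets were higher, 109 Reactome pathways were lower, and the brighter probe set of Aspn (log2 fold change -0.79, adjusted p = 0.0533) and the brightest of Ppargc1a (1.02, adjusted p = 0.0998) no longer passed. With the stricter filter 5 Reactome pathways were higher and the first component held 50.7% of the variance. After quantile normalization again 6 pathways were higher, and with the mean of all probe sets of a gene 4. With scaling on beta cell markers 94 probe sets and 42 genes were higher, 1211 probe sets were lower, 2 pathways were higher, the brightest probe set of Ppargc1a was at 0.90 (adjusted p = 0.0562), the lymphoid pathway had an exact p = 0.000312 and the first component held 48.3%. That p was 0.0400 with sample weights and 3.54e-05 with all lower genes. With an estimated correlation 8 lists and 0 pathways were lower and 0 lists and 0 pathways were higher, by the construction of a wider null distribution. With fry, which does not compare a pathway with other genes, 163 pathways were lower.

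The first SAM called 9 probe sets higher and 112 lower, 9 genes higher and 179 lower, and 123 genes below 0.5 of NC. An adjusted p under 0.0013 left 8 probe sets higher and 63 lower, 8 genes higher and 84 lower, and 74 below 0.5, by its stricter threshold. Both left out Aspn (-0.79 and -1.07), the brighter probe set of Col1a1 (-3.78), the second brightest and the dimmest of Hyou1 (1.43 and 1.99) and the brightest, the second and the fourth of Ppargc1a (1.02, 1.54 and 1.95), and the first SAM also the dimmest of Ppargc1a (1.66). The revised SAM called 61 probe sets and 42 genes higher and left out the same Hyou1 probe set at 1.43 and Ppargc1a at 1.02 and 1.54. The Student test with no adjustment called 332 probe sets higher. With adjustment it called 59 probe sets higher and 450 lower and 32 genes higher and 355 lower, without Aspn (-0.79 and -1.07), Hyou1 at 1.43 and Ppargc1a at 1.02, 1.54 and 1.95. With no fold limit 520 probe sets and 265 genes were higher, 76.0% of changed genes were lower, and the brightest Hyou1 probe set (0.48) passed, by the wider limit.

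When each sample was left out in turn, 93 to 158 probe sets and 40 to 73 genes were higher, 3 to 15 pathways were higher, the lymphoid pathway had an exact p = 0.0362 to 0.159 and the first component held 45.3% to 51.3%. The log2 fold change was -0.87 to -0.69 for the brighter Aspn probe set, -1.18 to -0.93 for the dimmer, 1.22 to 1.58 for the second brightest of Hyou1 and 0.81 to 1.11 for the brightest of Ppargc1a. The lowest counts of higher probe sets were 93 without NC replicate 1, 93 without HF replicate 24, 101 without NC replicate 2 and 109 without HF replicate 21, and 40 genes were higher without HF replicate 24. Higher pathways were 3 without HF replicate 21, 5 without NC replicate 5 or HF replicate 24, and 7 without NC replicate 4 or HF replicate 22. The lymphoid pathway passed without HF replicate 23 (exact p = 0.0362).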

Differences from the paper's values

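All counts here are at an adjusted p under 0.05 from limma, whereas the paper used SAM with an FDR of 0.13%, and both use a fold change of 1.5. The paper's filter on present calls also differs from the filter used here. The revised SAM was chosen after the values of the first were seen.

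The paper's count of higher probe sets is 44, and 165 were found here. Of the alternatives set before the data were examined, the Student test with adjustment (59) came within 1.5 times of the paper's count, and no other did. The revised SAM, chosen after seeing the values, gave 61, and it calls all 35 of the compared probe sets of Table S1 and 276 of 277 of Table S2.

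For lower probe sets the paper's count is 509, and 783 were found. Within 1.5 times of it were no filter (573), the stricter filter (691), quantile normalization again (753), the Student test with adjustment (450), probe sets ending in _x_at or _s_at left out (645) and each fit that left out 1 sample (543 to 759), as was the revised SAM (610), chosen after seeing the values. Equal medians (774), scaling on beta cell markers (1211), an intensity trend with a robust prior (820), sample weights (858), the first SAM (112), the Student test with no adjustment (1059), an adjusted p under 0.0013 (63), no fold limit (1058) and folds of linear means (783) were not.

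The paper counts the genes that its changed probe sets represent. Counted that way, over probe sets annotated to 1 gene, 131 genes were higher here. The other counts of higher genes are with 1 value per gene. On that basis 66 were found, against the paper's count of 34. Within 1.5 times of it were no filter (49), scaling on beta cell markers (42), the Student test with adjustment (32) and the fits without NC replicate 1 (47), NC replicate 2 (48), NC replicate 5 (49) and HF replicate 24 (40), and the other alternatives set before the data were examined were not. The revised SAM, chosen after seeing the values, gave 42.

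Counted as in the paper, by the genes that changed probe sets represent, 573 genes were lower here. The other counts of lower genes are with 1 value per gene. On that basis 590 were found, against the paper's count of 391. No filter (476), the stricter filter (487), quantile normalization again (571), equal medians (579), the Student test with adjustment (355), the mean of all probe sets (566), probe sets ending in _x_at or _s_at left out (546) and each fit that left out 1 sample (432 to 576) came within 1.5 times of it, as did the revised SAM (542), chosen after seeing the values. Scaling on beta cell markers (873), an intensity trend (615), sample weights (622), the first SAM (179), the Student test with no adjustment (704), an adjusted p under 0.0013 (84), no fold limit (837) and folds of linear means (591) did not. The Student test with adjustment calls 35 of the 35 compared probe sets of Table S1 and 244 of 277 of Table S2.

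In Table S2 the paper's fold of Ogn is 0.09 for 1 probe set and 0.26 for the other, and here they were 0.264 and 0.0923 (0.264 and 0.0912 as ratios of linear means), the same pair in the opposite order. In the order listed no alternative brought either within the paper's value. For 3 probe sets of Bgn the paper's folds are 0.25, 0.29 and 0.43, and the ratios of linear means were 0.427, 0.252 and 0.294, the same 3 values in another order. For Scn7a the paper's folds are 0.14 and 0.2, and the ratios of linear means were 0.199 and 0.139, again the same pair in the opposite order. Matching by size within an entry was chosen after seeing the values, and it brings 274 of the 277 folds of Table S2 to the decimals printed, against 261 in the order listed. In the order listed, the first Bgn probe set had 0.416 against the paper's 0.25 and was near it only without HF replicate 22 (0.367). The third had 0.283 against the paper's 0.43 and was near it with linear means (0.294) and without NC replicate 5 (0.298), HF replicate 21 (0.301) or HF replicate 24 (0.321). The second Scn7a probe set had 0.123 against the paper's 0.2 and was near it with linear means (0.139) and without HF replicate 24 (0.165). No other alternative set before the data were examined brought these 3 near in that order.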

Other observations

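The tests of all non-endocrine tissue and of transcription in an unchanged number of cells, and the separate look at dimmer acinar and duct markers, were chosen only after the results were seen. Genes that are kept low in normal beta cells were lower in HF islets, with 18 of 23 measured genes falling (19 when adjusted over the list alone), a median log2 fold change of -1.19 (camera, adjusted p = 2.29e-17) and an adjusted p = 0.0496 with an estimated correlation. Igfbp4, a binding protein of insulin-like growth factors, had an intensity of 1800.2 ± 313 in NC and 400.1 ± 134 in HF (SD, n = 4 each), Tgm2, a transglutaminase, of 445 ± 52.1 in NC and 122 ± 32.8 in HF and the transcription factor Maf a log2 fold change of -1.51. Ldha, Cxcl12 and Pdgfra stand in other lists too. Many of these genes are also expressed in mesenchymal or immune cells, and the fibroblast markers fell as well (median -1.81) while beta cell markers had a median of 0.11, so that the fall of this list does not show a change within beta cells. Of 17 immediate early genes 6 fell (8 when adjusted over the list alone), among them Klf2 with 1028 ± 239 in NC and 456 ± 59.5 in HF, Klf4 with a log2 fold change of -1.22 and Ier3 with -1.06 (median -0.55, adjusted p = 1.57e-07, and adjusted p = 0.187 with an estimated correlation). The hormone genes Gcg, Sst, Ppy and Iapp had log2 fold changes of 0.01, -0.09, -0.25 and 0.10, and none passed the test. Their mean intensities were above 20000 on both diets, and whether the arrays can show a change at that level was not tested.

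In lipid synthesis Scd1, stearoyl-CoA desaturase, fell with 292 ± 61.9 in NC and 73.3 ± 22.6 in HF, the single change among 23 genes (median -0.02, adjusted p = 0.779). The dimmer probe set of Scd1, near the lowest level the filter kept, had a log2 fold change of -0.16 and did not pass the test. Of 24 cell cycle genes the ribonucleotide reductase subunit Rrm2 and the transcription factor E2f1 rose (log2 fold changes 0.67 and 0.68, list median 0.07, adjusted p = 0.243). The call of Rrm2 ended without NC replicate 1, 2 or 5 or HF replicate 21, 22 or 24 (adjusted p between 0.103 and 0.129) and that of E2f1 without NC replicate 2 or 5 or HF replicate 21 or 24 (between 0.0636 and 0.0702), and both ended with scaling on beta cell markers, under which the list median was -0.05. Of 18 genes of exocytosis and excitability Cplx1 fell by 0.71 on the log2 scale (list median -0.02, test in the upward direction, adjusted p = 0.662), and its call ended without any one sample other than NC replicate 5 (adjusted p between 0.0689 and 0.112). No gene of 17 in glycolysis and glucose sensing passed the test of limma (2 at an unadjusted p under 0.05, median 0.01, adjusted p = 0.316). Of 3 adipocyte markers Fabp4 fell by 1.01, and the median of the list (0.05) and its mean (-0.30) differ in sign (adjusted p = 0.538, and adjusted p = 0.00180 with fry). For these lists the counts were the same when adjusted over the list alone. The erythroid gene Slc4a1 had a log2 fold change of -0.07 (adjusted p = 0.662 for the list of 1). Nnt had 1549 ± 174 in NC and 1629 ± 169.8 in HF and a log2 fold change of 0.07 on its brightest probe set, which did not pass the test.

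The tables argue against chance as the source of the count of changed probe sets, since 1 of the 35 splits of the samples, the real one, gave 948, and the highest of the others gave 0. The other splits mix the diets, so that any effect of diet adds to the spread within their groups and lowers their counts. At an unadjusted p under 0.05 the real split gave 5335 and the highest of the others 2527. Matrix, mesenchymal, neural and immune genes were lower together. The tables argue against a lower share of all non-endocrine tissue, since acinar and duct markers lay above the fibroblast markers by 1.78 (SD 0.471; by 1.46, SD 0.605, over the 13 of 25 markers under an intensity of 20000). These 13 had a median of -0.35 and the duct list was lower with fry (mean -0.39, adjusted p = 0.0261), so that a smaller loss of duct tissue is not excluded. Markers of mesenchymal cells that are not matrix genes had a median of -1.81 (standard error 0.244), so that the fall was not confined to matrix genes. This cannot separate fewer mesenchymal cells from lower transcription in an unchanged number, since lower transcription could include these markers. Their list was also written after Table S2, which holds Vim, Thy1 and Cdh11, had been read. The tables argue against a difference in scale between arrays, since the median of the 64 matrix genes was at most -1.01 under 3 scalings. These scalings started from normalized values, and the background step of GCRMA was not varied. A lower share of mesenchymal, neural and immune cells in HF preparations may explain the pattern. The arrays were each given the same amount of RNA and read shares of it. They cannot tell a lower number of these cells from an unchanged number in the larger HF islets that the paper reports. The within-diet correlation of the matrix genes with Schwann cell, neuron and B cell genes was set in advance to speak against a lower share of these cells if below 0. It was below 0, so that the prediction failed by its sign (r = -0.179, permutation p = 0.677, adjusted p = 0.677, rho = -0.262, permutation p = 0.571, 8 samples, r = -0.0224 without HF replicate 22 and NC replicate 1, 2 relations). The sign alone was set in advance. By permutation the value cannot be told apart from 0, which leaves the explanation open.

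Immediate early genes were lower with a median of -0.55. They may follow the share of mesenchymal cells, since their within-diet correlation with the matrix genes was r = 0.694 (permutation p = 0.0764, adjusted p = 0.153, rho = 0.786, permutation p = 0.0417, adjusted p = 0.0833, 8 samples). Without HF replicate 22 and NC replicate 1 it was 0.455, so that the relation rests on those samples. Handling of the islets during isolation cannot be told apart from the diet, because no value measured here separates them. A response to the diet stays open as well.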
